A study of Drosophila melanogaster with 15 samples. Its data were reported in "Shifting transcriptional machinery is required for long-term memory maintenance and modification in Drosophila mushroom bodies" (2016).

How the data were processed

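The data were ChIP-seq peak and site lists from nuclei of the mushroom body, the insect brain structure in which olfactory memory is stored, purified from fly heads by a nuclear tag. H3K9Ac and H4K16Ac, the acetylated forms of lysine residues in histones H3 and H4, were each measured in 3 libraries from naive flies and 3 libraries from flies 1 day after spaced training, in which an odor is paired repeatedly with electric shocks with rest between the pairings. CREB, a DNA-binding transcription factor, and its coactivator CRTC were each measured in 1 library from spaced-trained flies, and 1 input library came from naive flies, which makes 15 samples. Groups and replicate numbers were taken from the sample labels.

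According to the study's methods, the authors mapped reads to the dm3 genome, discarded reads of low mapping quality, and called peaks against input DNA with the PICS and ERD algorithms. The authors deposited 6 lists. The CREB and CRTC site lists give the position, the false discovery rate (a p-value type of measure given by the authors from PICS), the nearest gene and the ratio of ChIP to background reads that the authors deposited as the ERD enrichment factor, which was blank for 2 CREB sites. The peak tables of each mark give the authors' PICS score, a deposited score without a fixed range, with its false discovery rate and a gene annotation. The lists of increased regions give a linear fold change (spaced over naive, headed mean), its SD and a p-value that the authors deposited without adjustment. The p-value is headed t-test, and the lists do not state how it was computed. All scores, enrichment factors and folds per peak are the authors' own values, and they served here mainly to describe, rank or filter peaks within a list. Scores also formed classes of windows for a comparison between the marks. Folds of the marks were correlated over overlapping regions, and the listed mean and SD were compared with the listed p-values. Each peak table is made of 3 runs of rows, each sorted over the whole genome, and the runs carry no sample name, so they were not assigned to libraries.

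Counts per library were not used here, because the tables hold none. The tables used here give no library depth, the count tests planned for each mark and the comparison of replicates could not be run, and changes between naive and spaced-trained flies are described from the authors' deposited tables and were not retested. Intervals on shares cover counting error over regions, not differences between flies or libraries. The study's methods name DESeq2 with an adjusted p-value for calling changed windows, used by the authors, whereas the deposited lists give a p-value without adjustment. Decreased regions are not analysed here.

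Every peak was set to a 400 bp window around its center, the width of the increased regions, each of which was centered on a peak of the same mark. For each mark, the increased regions were taken first and then every peak window in table order that overlapped no window already taken, so that the set held no repeated calls of 1 peak. Distance to a transcription start site (TSS) was the distance in the peak table less 200 bp, with 0 as the floor, since that table measures from the peak center to the annotated transcript. A CREB/CRTC site was a CRTC site within 200 bp of a CREB site. Shares were compared with Fisher's exact test, two-sided, or one-sided for more overlap of genes, and odds ratios are given with a 95% interval (Woolf). Shares have 95% Wilson intervals. The share of CRTC sites near CREB sites was compared with 1000 circular shifts of the CREB sites within each chromosome arm. Because neighboring windows are not independent, the increased calls were also rotated 10000 times along the ordered windows of each arm. Benjamini-Hochberg adjustment covered 8 tests. Since the lists were limited to regions near a TSS, comparisons are also given with windows within 500 bp of a TSS as the background. That distance is taken from the peak table, by which 276 listed H3K9Ac regions and 237 listed H4K16Ac regions lay farther away, so these comparisons leave them out.

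For the listed p-values, an upper bound of the Benjamini-Hochberg adjusted p was computed with the number of non-overlapping windows as the number of tests, or with the windows near a TSS and only the listed regions among them. It assumes that each such window was tested once, and tests left out of a list can only lower the adjusted value. Functions were tested on simulated data: interval distances matched a direct search for 300 of 300 intervals, an enrichment planted at an odds ratio of 1.71 was called in 99.8% of 400 simulated sets, and without enrichment Fisher's exact test called 5.75% of 400 sets. With clustered calls and clustered sites but no relation between them, Fisher's exact test called 11.8% of 400 sets and rotation called 7.25%.

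The tests, the samples and the alternatives were fixed before the data were examined, except where stated. A rule for the genes and regions named in the text was fixed at the same time. It took the 10 candidate genes followed up by the study, and the 5 CREB and 5 CRTC sites with the highest enrichment factor. Per mark it also took the 5 largest fold increases and the 5 largest decreases among regions past an adjusted p of 0.1. The lists give no adjusted p, and the 5 largest listed fold increases per mark were named here without that limit. Alternatives covered distance limits, subsets of sites, backgrounds, the measure of overlap and stricter thresholds. Gene symbols are those of the files, and 7735 of 7766 symbols matched a symbol or synonym of a RefSeq gene table of Release 6, of which no coordinates were used. Coordinates are as the files give them on dm3; 1 H4K16Ac window starts at -130 at the end of a chromosome arm. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.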

Results

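To ask where histone acetylation rises in mushroom body neurons while long-term memory is maintained, and whether CREB and CRTC bind at the same places, peak lists of H3K9Ac, H4K16Ac, CREB and CRTC were examined. The H3K9Ac table held 23378 peaks and that of H4K16Ac held 24152 peaks. Each table is made of 3 genome-wide runs of rows that overlap each other, with 73.0% to 87.8% of the peak windows of one H3K9Ac run overlapping a window of another and 66.2% to 80.1% for H4K16Ac. After overlapping windows were removed, 7797 windows remained for H3K9Ac and 9333 for H4K16Ac. Of these, 5269 H3K9Ac windows and 5725 H4K16Ac windows lay within 500 bp of a TSS. There were 4803 CREB sites, assigned to 2536 genes, and 3002 CRTC sites, assigned to 1671 genes. CREB and CRTC had 1 library each, so their site lists have no replicate check, and the tables used here give no library depth for any sample.

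The lists of increased regions give the change from naive flies to flies 1 day after spaced training. The authors' deposited table listed 1889 regions with increased H3K9Ac at 1765 genes and 1428 regions with increased H4K16Ac at 1319 genes. In the authors' deposited table the median fold change was 1.30 for H3K9Ac, with a range from 1.2 to 2.32, and 1.31 for H4K16Ac, with a range from 1.2 to 2.09. Most changes were small, and a fold change of at least 1.5 was listed in the authors' deposited table for 10.7% of the H3K9Ac regions and 9.38% of the H4K16Ac regions. Every listed region had a fold of at least 1.2, a listed p below 0.05 and a TSS within 500 bp, so these limits describe how the lists were made. The listed p-values carry no adjustment for the number of windows. With every non-overlapping window counted as a test, 390 H3K9Ac windows and 467 H4K16Ac windows would have a p below 0.05 by chance before any limit on fold or distance to a TSS, which corresponds to 20.6% and 32.7% of the numbers listed. The lists do not state the side of the test, and all of these windows would be increases only if it was one-sided. The upper bound of the adjusted p was below 0.1 for 1159 of the 1889 H3K9Ac regions but for 8 of the 1428 H4K16Ac regions. With windows near a TSS as the tests, the corresponding numbers were 1160 of the 1613 listed H3K9Ac regions among them and 6 of the 1191 listed H4K16Ac regions among them. The alternative that moved these counts most was an adjusted p below 0.01, which left 2 H3K9Ac regions and 1 H4K16Ac region.

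The largest increases in H3K9Ac were in the authors' deposited table at CG7987 (2.32 ± 0.41, listed SD), CG11577 (2.19 ± 0.41), CG10602 (2.18 ± 0.50), CG7492 (2.14 ± 0.46) and snoRNA:Psi28S-3405a (2.09 ± 0.20). The CG7987 region lies on dm3 chromosome 3R from 10401646 to 10402046, upstream of the gene, and 6258 bp from the nearest CREB/CRTC site. The CG10602 region lies on 2L from 18857544 to 18857944, in an intron by the annotation of the peak table. The largest increases in H4K16Ac were in the authors' deposited table at Sox102F (2.09 ± 0.39, listed SD), tim (2.00 ± 0.19), Jafrac2 (1.97 ± 0.43), CG1815 (1.88 ± 0.72) and Myb (1.86 ± 0.58). The Sox102F region lies on chromosome 4 from 855042 to 855442, upstream of the gene, and it overlaps a CREB/CRTC site. The tim region lies on 2L from 3507723 to 3508123, and its TSS falls inside it. Of these regions, CG7492 in the H3K9Ac list and all 5 in the H4K16Ac list had an upper bound of the adjusted p above 0.1.

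Among peaks of the same mark, increased regions were compared with the other windows for their distance to a TSS. By the annotation of the peak table, 85.4% of the increased H3K9Ac regions and 61.9% of the other H3K9Ac windows lay within 500 bp of a TSS. For H4K16Ac the shares were 83.4% and 57.4%. The odds ratios were 3.60 (95% interval 3.14 to 4.13) for H3K9Ac and 3.74 (3.23 to 4.33) for H4K16Ac. Because both lists were limited to regions near a TSS, this difference follows from that limit and no p-value is given. The TSS lay inside the region for 59.4% of the increased H3K9Ac regions and 52.9% of the increased H4K16Ac regions.

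CRTC is thought to act through CREB, and the site lists were compared for shared positions. Of the 3002 CRTC sites, 2390 (79.6%, Wilson interval 78.1% to 81.0%) lay within 200 bp of a CREB site. After circular shifts of the CREB sites the mean share was 1.90%, so the observed share was 42.0 times the background (permutation p = 0.001, one-sided, the smallest that 1000 shifts can give). The alternative that lowered this ratio most took random H3K9Ac windows in place of the CREB sites, with a mean share of 15.5% and a ratio of 5.14. Conversely, 2514 of the 4803 CREB sites (52.3%) lay within 200 bp of a CRTC site. The median enrichment factor of CREB sites was 7.60 near a CRTC site and 4.80 elsewhere, and that of CRTC sites was 4.87 near a CREB site and 3.81 elsewhere. The CREB site with the highest enrichment factor, 78.0, lies on X from 14970723 to 14970789 near Lsd-2, 487 bp upstream of the TSS, and the nearest CRTC site is 487 bp away. The next were sites at skd (37.5), Adk3 (33.3) and a pair at Ssdp (32.2 each). The CRTC sites with the highest enrichment factor were at skd (19.8), tacc (19.5), Adk3 (19.3), Pde8 (19.1) and CG5455 (17.8), and each overlapped a CREB site. The skd CRTC site lies on 3L from 21016536 to 21016584, 2719 bp from the TSS.

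**Figure D1:**
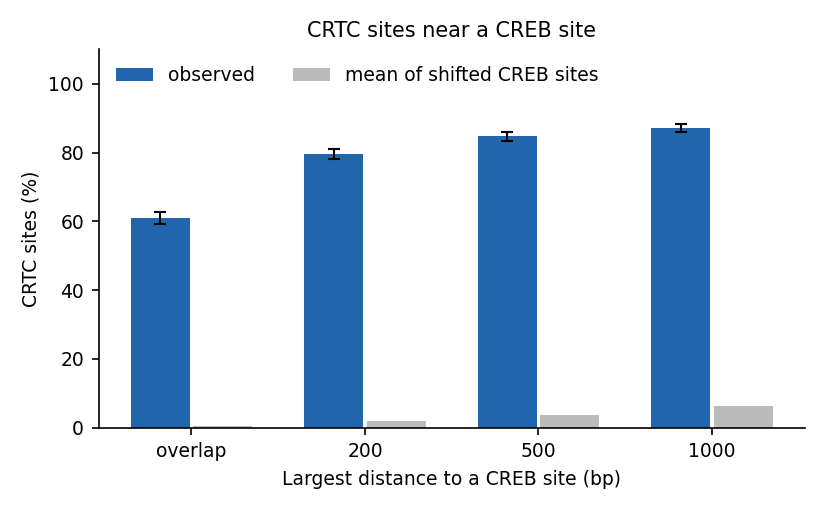
Share of CRTC sites (%, vertical axis) that overlap a CREB site or lie within 200, 500 or 1000 bp of one (horizontal axis), as observed (blue, with 95% Wilson intervals) and as the mean of 1000 circular shifts of the CREB sites (grey). The observed share rises from 61.1% for overlap to 87.2% within 1000 bp, while the shifted mean stays at or below 6.26%.

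Increased regions were then compared with CREB/CRTC sites. For H3K9Ac, 199 of 1889 increased regions (10.5%) and 768 of 5908 other windows (13.0%) lay within 200 bp of a CREB/CRTC site, an odds ratio of 0.788 (95% interval 0.668 to 0.930, Fisher's exact test, two-sided, p = 0.0044, adjusted p = 0.00587). For H4K16Ac, 222 of 1428 increased regions (15.5%) and 783 of 7905 other windows (9.91%) did so, an odds ratio of 1.67 (1.43 to 1.97, Fisher's exact test, two-sided, p = 1.39e-09, adjusted p = 3.69e-09). With windows near a TSS as the background, the odds ratio was 0.728 for H3K9Ac (142 of 1613 against 428 of 3656 windows) and 1.56 for H4K16Ac (138 of 1191 against 352 of 4534 windows). By these counts the H3K9Ac direction was reversed among the windows farther from a TSS, where increased regions had the higher share. For H4K16Ac the direction was the same there, and neither was tested. Rotation of the calls along the chromosome arms gave permutation p-values (two-sided, 2 times the smaller tail) of 0.0046 for H3K9Ac and 0.0002 for H4K16Ac over all windows, the latter the smallest that 10000 rotations can give in this way. The share for H3K9Ac was no longer past the threshold when direct overlap was required, at an odds ratio of 0.993, or when all CREB sites were used, at 0.941.

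**Figure D2:**
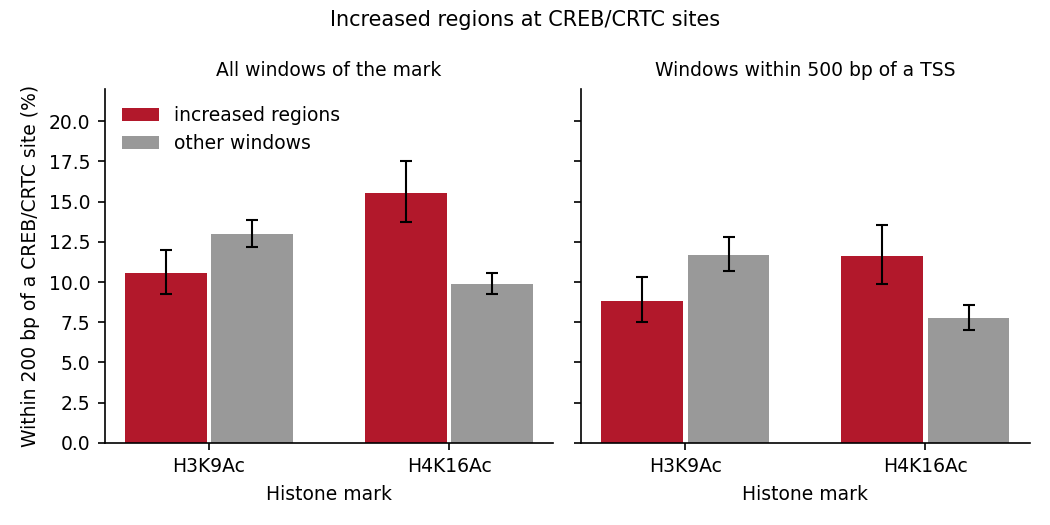
Share of regions within 200 bp of a CREB/CRTC site (%, vertical axis) for increased regions (red) and other windows (grey) of each mark, with 95% Wilson intervals, over all windows (left) and over windows within 500 bp of a TSS (right). Over all windows the increased regions reach 10.5% against 13.0% for H3K9Ac and 15.5% against 9.91% for H4K16Ac.

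The same question was asked of genes, with the genes named in the peak table of the mark as the background. CREB/CRTC sites were assigned to 295 of 1543 genes with increased H3K9Ac (19.1%) and 494 of 3566 other genes (13.9%), an odds ratio of 1.47 (Fisher's exact test, one-sided, p = 1.52e-06, adjusted p = 3.03e-06). They were assigned to 274 of 1163 genes with increased H4K16Ac (23.6%) and 543 of 4749 other genes (11.4%), an odds ratio of 2.39 (Fisher's exact test, one-sided, p = 2.47e-24, adjusted p = 9.87e-24). For H3K9Ac, the alternative that moved the value most named the increased regions by the peak table in place of the increased list, with an odds ratio of 1.08 (95% interval 0.922 to 1.27, Fisher's exact test, one-sided, p = 0.18); for H4K16Ac this gave 1.90 (1.62 to 2.23). With all 7766 genes named in any file as the background, which moved the H4K16Ac value most, the odds ratios were 1.16 and 1.58. Without a background, 347 genes were shared between the CREB/CRTC sites and the increased H3K9Ac list, and 318 with the increased H4K16Ac list.

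Whether the marks rose at the same regions was examined over windows of one mark that overlap a window of the other. Of 1524 such increased H3K9Ac regions, 347 (22.8%) overlapped an increased H4K16Ac region, compared with 786 of 4410 other H3K9Ac windows (17.8%), an odds ratio of 1.36 (95% interval 1.18 to 1.57, Fisher's exact test, two-sided, p = 3.14e-05, adjusted p = 5.03e-05). With windows near a TSS as the background, the shares were 22.3% and 21.3% and the odds ratio was 1.06 (0.906 to 1.24, Fisher's exact test, two-sided, p = 0.475). Across the 347 overlapping regions, which are not independent replicates, the fold changes of the marks in the authors' deposited table were not correlated beyond chance (Spearman's rho = 0.0416, permutation p = 0.438, 100000 permutations). Every fold in both lists was at least 1.2, and this narrowed range limits what the correlation can show about a joint rise. In all, 441 genes were in both increased lists.

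H4K16Ac is concentrated on the X chromosome of male flies, and the chromosome arms of the windows were therefore counted. According to the study's methods, flies of both sexes were used. The X chromosome held 2139 of 9333 H4K16Ac windows (22.9%) and 996 of 7797 H3K9Ac windows (12.8%), an odds ratio of 2.03 (95% interval 1.87 to 2.20, Fisher's exact test, two-sided, p = 5.13e-67, adjusted p = 4.1e-66). Per Mb of listed span, X had 95.4 H4K16Ac windows, compared with 64.7 to 86.1 on 2L, 2R, 3L and 3R. It had 44.4 H3K9Ac windows, compared with 62.3 to 79.6 on those arms. The odds ratio thus reflects sparse H3K9Ac windows on X as well as dense H4K16Ac windows. Increased regions did not differ from the other windows of their mark in the share on X, with 13.3% against 12.6% for H3K9Ac (Fisher's exact test, two-sided, p = 0.406, adjusted p = 0.464) and 22.8% against 22.9% for H4K16Ac (Fisher's exact test, two-sided, p = 0.891, adjusted p = 0.891). Among windows near a TSS the increased H4K16Ac regions had a higher share on X, 22.5% against 18.4% (odds ratio 1.29, Fisher's exact test, two-sided, p = 0.00168), and the H3K9Ac shares were 13.9% and 13.8%.

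**Figure D3:**
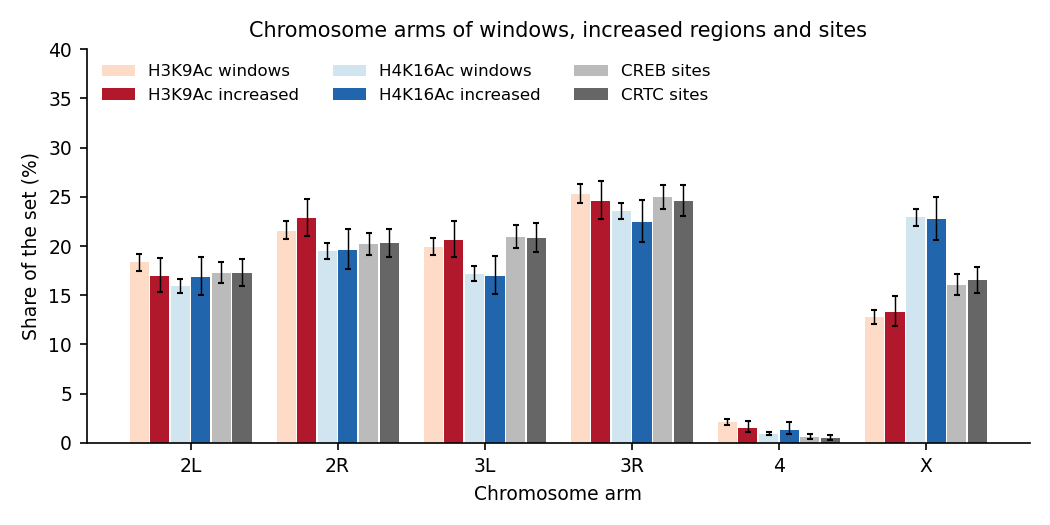
Share of each set (%, vertical axis) on each chromosome arm (horizontal axis) for non-overlapping windows and increased regions of both marks and for CREB and CRTC sites, with 95% Wilson intervals. H4K16Ac windows and increased regions reach 22.9% and 22.8% on X, above the 12.8% and 13.3% of H3K9Ac.

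The 10 candidate genes followed up by the study (aop, Bx, HDAC6, trx, beta-Spec, CG42388, Smr, Eip71CD, Hmt4-20 and Mob2) were examined in the lists. The study chose these genes on these or related samples, so their presence in the lists is not independent evidence. Each of the 10 genes had at least 1 CREB/CRTC site, with 6 at trx and 4 at aop. Increased H3K9Ac was listed at 7 of the genes, increased H4K16Ac at 8 and both at 5 (aop, HDAC6, beta-Spec, CG42388 and Smr). For H3K9Ac, the authors' deposited table gave a fold of 1.82 ± 0.41 (listed SD) at Smr, 1.81 ± 0.19 at HDAC6, 1.33 ± 0.09 at trx, 1.32 ± 0.12 at aop and 1.2 ± 0.17 at Bx. For H4K16Ac, the authors' deposited table gave 1.69 ± 0.25 and 1.68 ± 0.49 (listed SD) at the regions of Eip71CD, 1.62 ± 0.27 at Smr, 1.62 ± 0.52 at aop and 1.49 ± 0.14 at CG42388. The Smr H3K9Ac region lies on X from 12636648 to 12637048, upstream of the gene and 6311 bp from its nearest CREB/CRTC site. The Bx region lies on X from 18428640 to 18429040 in the 5′ untranslated region, 44 bp from a CREB/CRTC site. The aop regions of both marks overlap each other on 2L, at 2178368 to 2178768 for H3K9Ac and 2178331 to 2178731 for H4K16Ac, and both overlap a CREB/CRTC site. Of the 19 listed regions at the 10 genes, 9 lay within 200 bp of a CREB/CRTC site. All 19 had a p below 0.05 when adjusted over the list alone, as they had been listed for a p below 0.05, and 5 (4 H3K9Ac regions and 1 H4K16Ac region at Hmt4-20) had an upper bound below 0.1 over all windows.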

Values the study reported

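The study reported 1,013 regions with increased H3K9Ac and 423 regions with increased H4K16Ac after spaced training. Of these, 671 (66.2%) and 190 (44.9%) were near a TSS. It found 5,990 CRTC sites, and 4,995 of them (83.3%) were close to a CREB site. Increased H3K9Ac was reported for 242 genes with raised CRTC binding, and increased H4K16Ac for 102 such genes.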

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

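The tests of TSS distance and of peak strength and the rotation over all windows were chosen only after the result was seen. Increased regions of the marks differed in how often they lay at CREB/CRTC sites, which is a difference between groups under the same contrast of spaced-trained with naive flies. The odds ratio against the other windows of the mark was 1.67 for H4K16Ac and 0.788 for H3K9Ac, a ratio of 2.12 (95% interval 1.69 to 2.68; p = 1.55e-10 from the standard errors over regions; permutation p = 0.0001, two-sided by absolute difference from the mean, from 10000 rotations over all windows).

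Several technical explanations were weighed. If the limit of the lists to regions near a TSS were the cause, the ratio would fall to 1 among windows near a TSS, and it was 2.14 (1.60 to 2.85). Peak strength would predict a ratio of 1 within classes of similar peak score (5 classes of equal size), and it was 2.16 (1.72 to 2.73). A different share of regions per chromosome arm would predict a ratio of 1 within arms, and it was 2.15 (1.70 to 2.71). If the authors had listed regions of CREB/CRTC genes at a looser threshold, the ratio would fall to 1 among regions with a listed p below 0.01, and it was 1.95 (1.37 to 2.77). Clustering of regions and sites along the chromosomes gave a difference as large in a share of 0.0001 of 10000 rotations among windows near a TSS, the smallest that a count of absolute differences can give. Each of these values argues against its explanation as the whole cause. The values above all count CREB/CRTC sites within 200 bp. With direct overlap the odds ratios were 1.47 for H4K16Ac and 0.993 for H3K9Ac. With all CREB sites they were 1.61 for H4K16Ac and 0.941 for H3K9Ac. In both settings the H3K9Ac odds ratio was no longer past the threshold, and the difference between the marks was not tested.

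What stays open is any difference between naive and spaced-trained libraries in depth or in the strength of the immunoprecipitation, since no values per library were used here. The antibodies also differ between the marks, and the H4K16Ac list is the less certain of the lists once the number of tests is counted. A biological difference, in which training raises H4K16Ac more than H3K9Ac at CREB/CRTC sites, remains untested.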

How the results depend on the processing

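Across 13 results and 53 alternatives, 38 alternatives kept the direction and the side of the threshold, or a count within 1.5 times, and 15 did not. The 38 include the alternatives for distance to a TSS, whose outcome largely follows from the limit of the lists to regions near a TSS. They also include base pairs covered on X, which were compared without a test. The merged loci, the bounds at 0.1 without the fold limit or near a TSS, the TSS background for the overlap of the marks, some gene backgrounds and the naming of genes by the peak table were chosen after seeing the data. The planned threshold for changed windows was an adjusted p below 0.1. The lists give no adjusted p, and the main counts use the lists as deposited, which departs from that plan. The comparisons of increased regions also start from all listed regions, of which few H4K16Ac regions had an upper bound below 0.1.

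The counts of increased regions depended on the threshold. For H3K9Ac, 1889 listed regions became 1159 at an upper bound of the adjusted p below 0.1, with or without the 1.2-fold limit, which every listed region already met, 338 at 0.05 and 2 at 0.01, and 1160 at 0.1 with windows near a TSS as the tests. For H4K16Ac, 1428 listed regions became 8 at 0.1, with or without that limit, 2 at 0.05 and 1 at 0.01, and 6 at 0.1 with windows near a TSS as the tests. The counts near a TSS rank only the 1613 and 1191 listed regions among those windows. The other counts at 0.1, 0.05 and 0.01 share the same number of tests, 7797 for H3K9Ac and 9333 for H4K16Ac, so they differ by the threshold alone.

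The lower share of increased H3K9Ac regions at CREB/CRTC sites was no longer past the threshold with direct overlap (odds ratio 0.993) or all CREB sites (0.941), and the cause was not tested. Under the other 5 alternatives it ranged from 0.629 to 0.855. None of them took the windows farther from a TSS alone, where the direction was reversed. The higher share for H4K16Ac stayed past the threshold in all 7 alternatives, from 1.47 to 1.80. The overlap of the marks fell to an odds ratio of 1.06 with windows near a TSS only, and stayed past the threshold under the other 3 alternatives, from 1.28 to 1.52. The share of increased H4K16Ac regions on X did not differ from that of other windows over all windows (odds ratio 0.989, 95% interval 0.865 to 1.13) and was higher over windows near a TSS (1.29). The second comparison also leaves out 237 listed regions that lie farther from a TSS by the peak table. The share of increased regions on X was 22.8% over all windows and 22.5% near a TSS. That of the other windows fell from 22.9% to 18.4%. The change thus came from the other windows, and why those farther from a TSS lay on X more often was not tested.

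The near-TSS comparisons kept their direction under each alternative tried here, and the gene overlap of H4K16Ac and the share of CRTC sites near CREB sites kept their direction and call. The share of H4K16Ac windows on X did so as well, except that base pairs covered, at an odds ratio of 2.07, were compared without a test. The gene overlap of H3K9Ac was no longer past the threshold when genes were named by the peak table (1.08), and kept its call under the other alternatives. The ratio of the CRTC share to its background ranged from 5.14 to 137. The sites of both factors were called against input DNA, and overlap that arises from a common control could not be simulated without read counts.

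No paired analysis was possible because the tables hold no values per library. For the same reason these settings, chosen before the data were examined, were not run: the other count test, other scaling of the libraries, no filter on low counts, leaving out each replicate and summed libraries. Without depth in the tables used here, it cannot be said which regions were too weakly covered to be called.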

Other observations

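The tests of the listed p-values and the test of the overlap of the marks among windows near a TSS were chosen only after the result was seen. The test of that overlap over all windows was planned.

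Several values differed from those quoted above. The lists here are not the same calls: by the sample labels CREB and CRTC have 1 library each, whereas the study's methods describe replicate libraries on another sequencer, and the methods name an adjusted p-value for acetylation that the lists do not give. These gaps therefore do not test the study's values. The lists here hold only regions near a TSS, whereas the study's totals of increased regions are not limited in this way. The list here held 1889 regions with increased H3K9Ac. That is higher than the value quoted from the study above. The list here held 1428 regions with increased H4K16Ac. That is higher than the value quoted from the study above. All of the listed regions, 100%, had a TSS within 500 bp by the list's own distances. That is higher than both shares quoted from the study above. There were 3002 CRTC sites here. That is lower than the number quoted from the study above. CREB/CRTC sites of the lists here were assigned to 318 genes with increased H4K16Ac and to 347 genes with increased H3K9Ac. Both are higher than the numbers quoted from the study above. The share of CRTC sites within 200 bp of a CREB site was 79.6% here. That is lower than the share quoted from the study above.

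The overlap of increased regions between the marks may follow from the limit of both lists to regions near a TSS. If so, the odds ratio would fall to about 1 among windows near a TSS, and it fell from 1.36 to 1.06 (95% interval 0.906 to 1.24). A joint rise of the marks at the same regions was therefore not detectable beyond what closeness to a TSS gives.

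Genes with increased H3K9Ac carried CREB/CRTC sites more often than other genes, at an odds ratio of 1.47, although increased H3K9Ac regions lay at the sites less often than other windows. Genes with more windows have more chances of both, and within classes of the number of windows the odds ratio was 1.21 (95% interval 1.02 to 1.44). The number of windows thus accounts for part of the excess. With a lower limit this close to 1, it is not ruled out as the cause of the rest. A candidate explanation is the naming of genes, since the peak table and the increased list assign some regions to different genes. With the increased regions named by the peak table, the odds ratio was 1.08 (0.922 to 1.27). That naming differs from the naming of the site lists, which could also dilute a true overlap. For H4K16Ac the corresponding values were 1.61 (1.35 to 1.93) and 1.90 (1.62 to 2.23), so its excess remained under both. A biological link of training, H3K9Ac and CREB/CRTC genes remains untested.

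The listed p-values were smaller than the listed mean and SD would give in a simple reading. A two-sided test of the ratios against 1 would give a p of at least 0.05 for 944 of the 1889 H3K9Ac regions and 838 of the 1428 H4K16Ac regions. For a one-sided comparison of libraries in which the SD is that of the spaced-trained libraries, 657 H3K9Ac regions and 440 H4K16Ac regions had a listed p below the smallest that the mean and SD allow. For a two-sided comparison in which the SD holds the spread of the naive libraries scaled by the fold, 484 and 314 regions did. For a one-sided comparison with that SD, 5 H3K9Ac regions and 4 H4K16Ac regions did. In simulated one-sided comparisons with that SD, 0 of 1805 fell below the one-sided limit and 434 below the two-sided limit. The 0 follows from how the limit is built and could not have differed, so it checks the calculation only. The 434 depends on the fold and spread chosen for the simulation. The counts of listed regions are compatible with one-sided p-values under that SD, which is a hypothesis found and tested on the same lists. No biological explanation applies to this pattern.

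The increased lists are ordered by CREB/CRTC binding. Each list is made of a first and a second sorted run of rows. In the H3K9Ac list, 408 of the 409 regions of the first run and 0 of the 1480 regions of the second were at genes with a CREB/CRTC site. In the H4K16Ac list these were 390 of 392 and 0 of 1036. The median fold in the authors' deposited table was 1.28 in the first H3K9Ac run and 1.30 in the second. For H4K16Ac the order was opposite in the authors' deposited table, 1.325 in the first run and 1.31 in the second, and no test of these differences was made.

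Chromosome 4 had 131 H3K9Ac windows per Mb of listed span, compared with 62.3 to 79.6 on 2L, 2R, 3L and 3R and 44.4 on X, the lowest of the arms. Its median H3K9Ac score was 2.86, the highest of the arms, compared with 2.19 on X. For H4K16Ac, the 70.4 windows per Mb on chromosome 4 lay within the 64.7 to 86.1 of 2L, 2R, 3L and 3R, and X had 95.4. No explanation of this difference was tested.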
